A study of Mus musculus with 12 samples. Its data were reported in "Sequential deregulation of histone marks, chromatin accessibility and gene expression in response to PROTAC-induced degradation of ASH2L" (2023).

How the data were processed

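H3K27me3, the trimethylation of lysine 27 of histone H3 that is placed by Polycomb repressive complexes, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in immortalized mouse embryo fibroblasts (iMEF cells). The cells depend on ASH2L, a subunit of the COMPASS/KMT2 complexes that methylate lysine 4 of histone H3. Their own Ash2l had been deleted and replaced by an introduced human ASH2L fused to an FKBP domain. The small molecule dTAG directs this fusion protein to degradation. According to the study, the histone marks were measured in the single clone NG3. The study holds 2 H3K27me3 experiments, and the sample titles place the libraries used here in the second. The first experiment was not used. The second had 8 H3K27me3 libraries, 2 each from untreated cells and from cells treated for 16 h, 24 h and 48 h. The 4 input libraries, which are sheared chromatin without immunoprecipitation, came from untreated cells and from cells treated for 48 h, with 2 libraries each. Groups and replicate numbers were taken from the sample titles, and the time of the treated inputs, which their titles lack, from the time point given in their sample records.

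The values used were the chromosome, start and end of each H3K27me3 site in 1 deposited list. The list gives the sites that the authors identified over all samples of this second experiment. According to the methods of the study, the authors trimmed reads with Trim Galore, aligned them with BWA to the mouse genome mm10 (GRCm38.p6, from the GENCODE release M25), filtered alignments with samtools and merged replicates with Picard. They called broad peaks with MACS within modified nf-core code, and libraries were brought to the lowest coverage of the experiment. Versions, cutoffs, the rule by which peaks of different samples were joined, and whether peaks were called on merged or coverage-matched files were not stated. A broad peak caller fixes the smallest width and the gap across which stretches are joined.

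The list holds no read count, score or value of a single library. The depth obtained for each library is therefore unknown here (the study states only a planned minimum). From this pooled list no site could be compared between time points, and no replicate error could be given. The study lists separately the sites it found significantly changed at each time point, and that separate list was not used here. The tests between time points that were fixed in the design required read counts or normalized values per library, so they were not run. The analysis was a description of the pooled list. This is a departure from the design in what could be tested. No column of per-sample values was left unused (0 columns). The list was used as deposited, with no filter on sites in the main setting.

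Starts were read as counted from 0 and ends as the last base, since the smallest difference between end and start was then a round 200 bp. This is an inference from the values, and a different convention would move starts by 1 bp. Positions are printed counted from 1. Sites were compared with transcription start sites (TSSs) and genes of GENCODE release M21 on the primary assembly of GRCm38, and with the sequence of GRCm38.p6. Sites on scaffolds were kept in place in the TSS share and left out where sequence was needed, since scaffold names could not be matched to the sequences used. Chromosome Y was not analysed here.

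A site was near a TSS if at least 1 bp of it lay within 1 kb of the TSS of any annotated transcript. CpG islands were found in the repeat-masked sequence as maximal-scoring segments (17 for a CpG and -1 for any other base) of at least 200 bp with a GC content of at least 50% and a CpG observed/expected ratio of at least 0.6. A TSS had a CpG island if an island lay within 1 kb. The ratio of observed to random shares was obtained from 1000 random placements, in which each site kept its width and chromosome and avoided assembly gaps. P-values from placements were two-sided permutation values, of which 0.001 is the smallest that 1000 placements can give, and were adjusted by Benjamini-Hochberg within a family. They describe the position of this list in the genome and not the variation between biological samples. Placing sites singly ignores that sites cluster, so all sites of a chromosome were also moved together around it. Random medians of GC content and of the CpG ratio were read from bins of 0.1 percentage points and 0.005. Sites per chromosome were compared with 1000 random draws in proportion to the bases outside gaps. These draws also treat sites as independent, and moving sites together within a chromosome does not address this. Coverage on either side of TSSs was compared by a two-sided sign-flip permutation test with 9999 flips, in which all TSSs of a 1 Mb block were flipped together. Gene lists were compared with 10000 random lists of protein-coding genes of the same size and the same number of genes with a CpG island, two-sided. Intervals of shares are 95% Wilson intervals, and that of the median width comes from binomial order statistics at 95%. They treat sites as independent, which neighbouring sites are not.

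The genes named in the text were set by rule. They were 7 genes that the study names by promoter or by primers for expression, and those at the 10 widest sites. There was also a list of Polycomb targets (all Hox genes and 14 other developmental genes) and a list of 10 housekeeping genes. Single genes of these lists were named only where they depart from their list. These lists, the TSS windows, the random placement within chromosomes and most of the alternatives were chosen before the data were examined. The CpG island shares, the profile around TSSs, the Hox cluster comparison and the comparison with patch and alternate sequences were chosen after seeing the data. Patch and alternate sequences of GRCm38.p6 were aligned to the chromosomes with minimap2, and regions of at least 10 kb aligned at an identity of at least 99% to a patch of the same chromosome were kept.

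The search for CpG islands and the following tests were tested on simulated data. Of 40 lists of 4000 sites placed at random, 3 gave a placement p under 0.05, and all 40 lists with planted TSS sites did. These lists lay on chromosomes 18 and 19 only and were tested with fewer placements than the real list. With 10% of sites planted, a median of 10.4% was recovered over 40 lists. All 200 planted CpG islands were found, with 0 found elsewhere. The test of the sides of TSSs, run on chromosome 19 with fewer flips, gave p under 0.05 in 1 of 40 symmetric and in 40 of 40 asymmetric lists. The test of GC content gave p under 0.05 in 2 of 40 random lists and in 40 of 40 lists made rich in GC, and that of the CpG ratio in 1 of 40 random lists. The draws per chromosome gave an adjusted p under 0.05 on any chromosome in 1 of 40 random lists, and found a chromosome raised by 20% in 40 of 40. The test of gene lists gave p under 0.05 in 3 of 40 random and 40 of 40 planted lists, and the test of regions in 3 of 40 random lists and in 40 of 40 lists emptied in the regions. The correlation test gave p under 0.05 in 3 (Pearson) and 1 (Spearman) of 40 sets of independent values and in 39 of 40 correlated sets for both. Random lists and chromosome counts were drawn singly, as the tests themselves assume, so a rate near 0.05 was built in. These rates do not show that the p-values hold for clustered sites such as those of the real list. The movement of all sites together and the placement outside patch-repeated regions were not tested on simulated data. Nor were the comparison of GC content away from promoters and the draws for chromosome X away from CpG island TSSs. Alternatives changed the TSS window and annotation, the smallest width, the merging of neighbouring sites, the chromosomes used and the random placement. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, numba 0.67.0, matplotlib 3.10.9 and minimap2 2.31.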

Results

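To follow H3K27me3 after rapid loss of ASH2L, the study ran 2 ChIP-seq experiments, of which the second was used here. It sequenced 2 H3K27me3 libraries each from untreated cells and from cells treated with dTAG for 16 h, 24 h and 48 h. There were also 4 input libraries. The deposited list gives 101389 sites identified over all samples of this experiment, with a position and no value for any library. Whether H3K27me3 changed between untreated cells and the 3 treated groups could therefore not be tested from it. The number of sites in a group or in a replicate is unknown. The study itself reported enhanced H3K27me3 signals at a few sites, and only from 16 h on. This statement rests on both of its experiments. The comparisons below set the pooled list against the genome. They carry no replicate error, and the list does not give the depth obtained behind a site, which is therefore unknown here.

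The sites did not overlap each other, and 101305 of them were on chromosomes 1 to 19 and X. The remaining 84 sites were on 19 scaffolds. The median width was 676 bp, with a 95% interval from 671 to 682 bp and quartiles of 363 and 1640 bp. Widths ranged from 200 to 228257 bp. The smallest width was shared by 2717 sites (2.68% of the list), whereas each of the next 10 widths held a mean of 182 sites. When sites less than 3000 bp apart were merged, the median width rose to 2497 bp. Sites of at least 10000 bp made up 2.35% of the list and 24.8% of the covered bases, and sites under 500 bp made up 38.5% of the list and 7.31% of the covered bases. Together the sites on chromosomes 1 to 19 and X covered 172.8 Mb, or 6.75% of the 2559 Mb outside assembly gaps. Of the gaps between neighbouring sites, 48.5% were under 1000 bp.

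**Figure D1:**
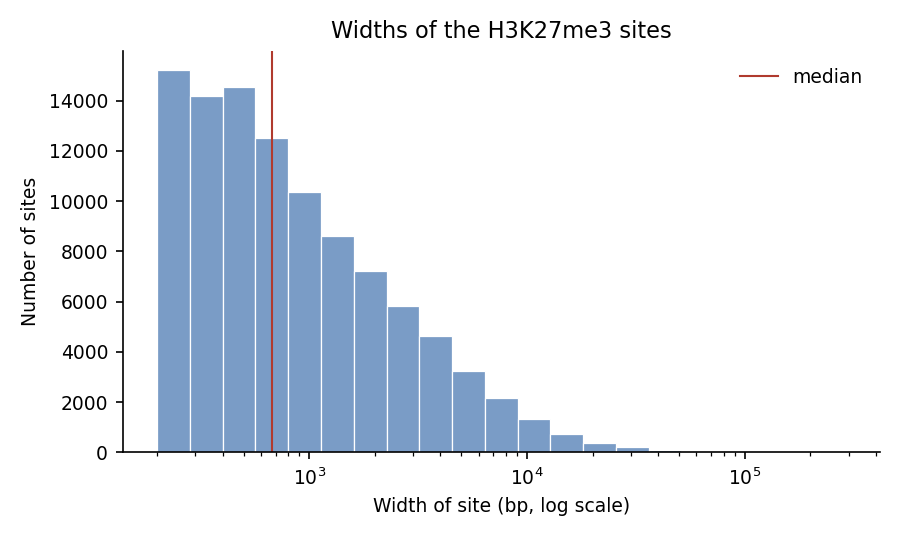
Number of H3K27me3 sites by width (bp, log scale) over the whole list, in bins that double in 2 steps. The red line is the median of 676 bp, and the widest site reached 228257 bp.

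The study grouped changed sites by their distance to the nearest promoter. Windows of the same sizes were applied here to all listed sites, and a site was counted if any base of it lay in the window. Within 1 kb of a TSS lay 13213 sites, which is 13.03% of the list. Random placement gave 10.3%, with the middle 95% of placements from 10.1% to 10.5%, so that the observed share was 1.27 times the random share (permutation p = 0.001, the smallest that 1000 placements can give). When only sites with their centre in the window were counted, the share was 8.29% against 6.31% at random, a ratio of 1.31. The share moved most, to 26.0% against 17.9% at random, when sites less than 3000 bp apart were merged. A further 5.23% of sites lay between 1 and 2 kb and 4.89% between 2 and 3 kb from the nearest TSS, against 4.74% and 4.23% at random. The remaining 76.8% lay farther away, against 80.7% at random. TSSs of protein-coding transcripts alone accounted for 6.98% of sites, which is 1.57 times the random share.

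By the position of its centre, 6.21% of sites lay in exons, 40.1% in introns and 53.7% outside genes. The exon share was 1.22 times, the intron share 0.933 times and the intergenic share 1.03 times that of random placement. Centres in coding sequence were more frequent than at random by a factor of 1.48 (adjusted p = 0.00109, permutation), whereas the share in untranslated regions (1.79%) did not differ from the 1.81% found at random (adjusted p = 0.6). The adjusted values cover a family of 12 placement comparisons, and the other 11 all had an adjusted p of 0.00109.

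Because the study related changes of histone marks to CpG island (CGI) promoters, sites were compared with CGIs found in the sequence. Of the sites on chromosomes, 3659 overlapped a CGI, which is 3.61% against 1.58% at random and a ratio of 2.29. With CGIs taken from the unmasked sequence, which gives 27198 islands in place of 17060, the ratio was 1.61. Sites near a TSS with a CGI were 1.69 times as frequent as at random, and those near a TSS without a CGI 1.18 times. Of the TSS-near sites, 28.6% were near a TSS with a CGI (95% Wilson interval 27.8% to 29.4%), against 21.4% at random. Seen from the genes, 5848 of 21755 protein-coding genes (26.9%) had a site within 1 kb of a TSS. This share was 26.7% for the 12957 genes with a CGI and 27.2% for the 8798 genes without.

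Coverage by sites was then followed along 10 kb on either side of TSSs of protein-coding transcripts. At the 28644 TSSs with a CGI, the covered share peaked at 17.1% between 400 and 600 bp downstream, was 13.8% at the upstream end of the window and 7.28% at the downstream end. At the 25444 TSSs without a CGI, it peaked at 15.5% in the 200 bp following the TSS and was 10.8% and 10.3% at the ends. Over 5 kb on each side, 15.0% of upstream bases and 11.8% of downstream bases were covered at TSSs with a CGI, a difference of 3.15 percentage points (permutation p = 0.0001, the smallest the flips can give, adjusted p = 0.000133 over 4 comparisons). Over 2 kb on each side the difference changed direction and was -0.339 percentage points (permutation p = 0.0309). At TSSs without a CGI the difference over 5 kb was -0.782 percentage points (permutation p = 0.0001, adjusted p = 0.000133).

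**Figure D2:**
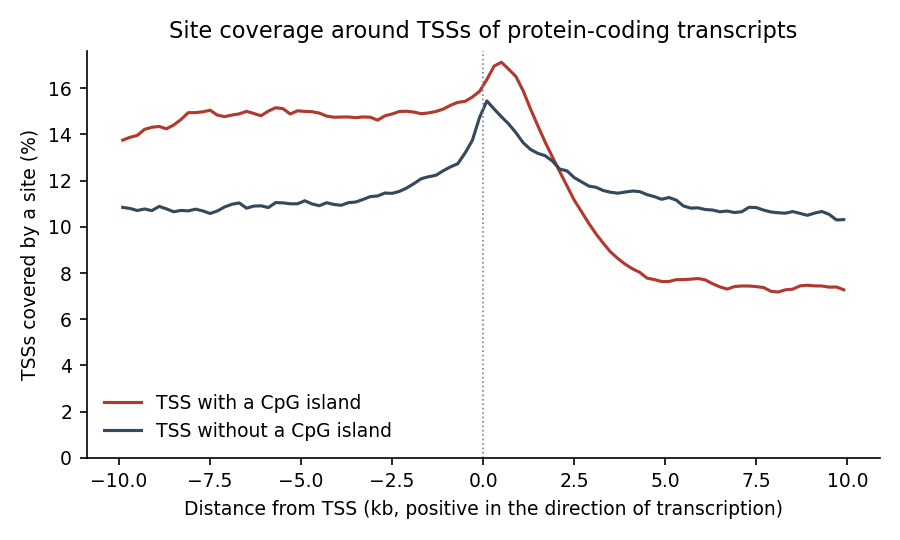
Share of TSSs covered by an H3K27me3 site (%) against the distance from the TSS (kb, positive downstream), in bins of 200 bp, for protein-coding TSSs with a CpG island (red, 28644 TSSs) and without (dark, 25444 TSSs). The red line peaks at 17.1% just downstream of the TSS and ends at 7.28%, whereas the dark line peaks at 15.5% and ends at 10.3%.

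The density of sites differed between chromosomes. Over all of them there were 39.6 sites per Mb outside gaps. Of 20 chromosomes, 15 differed from random draws with an adjusted p under 0.05, 8 with more and 7 with fewer sites, each at an adjusted p of 0.00133 (permutation). In the alternative that moved this number most, sites of at least 1000 bp, 18 chromosomes differed. With sites less than 3000 bp apart merged, 16 did. The draws treat sites as independent, which neighbouring sites are not, so their p-values overstate the evidence. Chromosome 11 had the highest density with 55.5 sites per Mb, followed by chromosome 9 with 51.5 and chromosome 7 with 49.6. Chromosome 3 had the lowest with 23.3 sites per Mb, followed by chromosome 16 with 27.3. On chromosome X there were 31.9 sites per Mb, 0.806 times the random number, and their median width of 538 bp was the smallest of the 20 chromosomes. The covered share of bases was 11.2% on chromosome 11, 3.03% on chromosome 3 and 3.32% on chromosome X. Across the 20 chromosomes, sites per Mb rose with CGIs per Mb (Pearson's r = 0.70, permutation p = 0.00044; Spearman's rho = 0.65, permutation p = 0.00228). Without chromosomes 11 and X, the farthest from the median number of CGIs per Mb, r was 0.60.

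**Figure D3:**
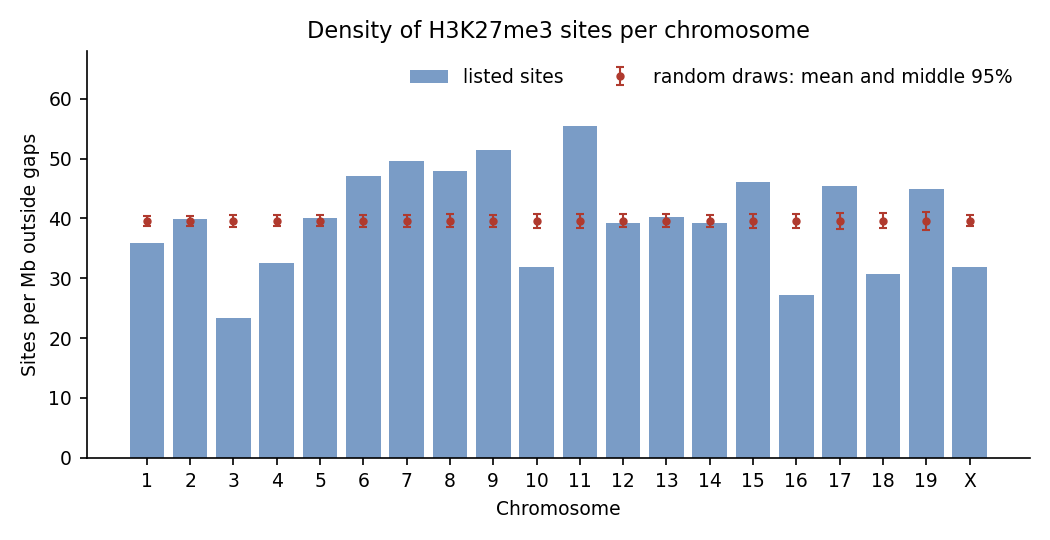
H3K27me3 sites per Mb outside assembly gaps (bars) for chromosomes 1 to 19 and X, with the mean and middle 95% of 1000 random draws (red points and error bars). The bars range from 23.3 on chromosome 3 to 55.5 on chromosome 11, and the random draws centre near 39.6.

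The sequence of the sites was richer in GC than random positions. The median GC content was 47.7%, with quartiles of 45.6% and 50.2%, against a random median of 41.7% (permutation p = 0.001, the smallest possible). The median CpG observed/expected ratio was 0.182 against 0.16 at random (permutation p = 0.001). Merging sites less than 3000 bp apart moved the median GC content most, to 46.9% against 41.5%.

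Of the 7 genes taken from the study, named there by promoter or by primers for expression, only Zfp503 had a site within 1 kb of a TSS. This site covered positions 21988799 to 21990083 of chromosome 14 (1285 bp), overlapping the TSS and an untranslated exon of Zfp503, which spans 21983959 to 21989601 on the reverse strand. No site lay within 1 kb of a TSS of Egr1, Rspo2, Rab8a, Il7, Nrf1 or Ppbp. For Egr1, the study describes an increase of H3K27me3 in the promoter region at late time points. The list gives no signal, so the lack of a listed site does not exclude such an increase. The nearest site was 6519 bp from a TSS of Nrf1 (chromosome 6, 30047988 to 30153458), in an intergenic position, and 15328 bp from a TSS of Egr1 (chromosome 18, 34859823 to 34864984), also intergenic. For Rab8a (chromosome 8, 72161200 to 72183904) this distance was 26462 bp. For Ppbp, Il7 and Rspo2 it was 215069, 238322 and 351897 bp. The list had 1 of 7 genes with a site, where 26.9% were expected from random genes (permutation p = 0.675, adjusted p = 0.675 over 5 lists). With 7 genes a lower share could not be detected, since a list with no site at all would have a permutation p of 0.199.

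The Polycomb list had a site at 36 of 53 genes (67.9%), against 26.7% in random lists matched for CGIs (permutation p = 0.0001, the smallest that 10000 lists can give, adjusted p = 0.000167). Random lists draw genes singly, whereas 39 of the 53 genes are clustered Hox genes, and 1 site can count for several of them. A single site spanned all 9 Hoxc genes, so this p-value overstates the evidence. Of the 14 genes outside the Hox clusters, 13 had a site, against 26.5% in random lists (permutation p = 0.0001, adjusted p = 0.000167). The exception was Gata6, whose nearest site was 52410 bp away. Of the 10 housekeeping genes, 1 had a site (26.6% expected, permutation p = 0.307, adjusted p = 0.383), a list that was also too small to show a lower share (permutation p = 0.0746 with no site at all). This was Eef1a1, with a site of 220 bp on chromosome 9 (78478974 to 78479193) in its coding sequence. The gene spans 78478449 to 78489151 on the reverse strand, so the site lies near its 3' end and not at its 5' end. It was counted because it lay 308 bp from 1 of 7 annotated TSSs. No gene of this list remained when sites under 1000 bp were left out.

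The Hox genes, 23 of 39 with a site, differed by cluster. All 10 Hoxb genes and all 9 Hoxc genes had a site within 1 kb of a TSS, and sites covered 98.5% of the Hoxb cluster (chromosome 11, 96194316 to 96368256) and 100% of the Hoxc cluster (chromosome 15, 102921103 to 103036852). None of the 11 Hoxa genes had such a site, and 2 sites of 929 and 3029 bp covered 3.76% of this cluster (chromosome 6, 52155590 to 52260880). In the Hoxd cluster (chromosome 2, 74668310 to 74765142), 45.7% of bases were covered and 4 of 9 genes had a site. The 5 without were Hoxd9 to Hoxd13, whereas a site of 42865 bp (74731038 to 74773902) covered the other end of the cluster. With a window of 3 kb, 25 Hox genes had a site.

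**Figure D4:**
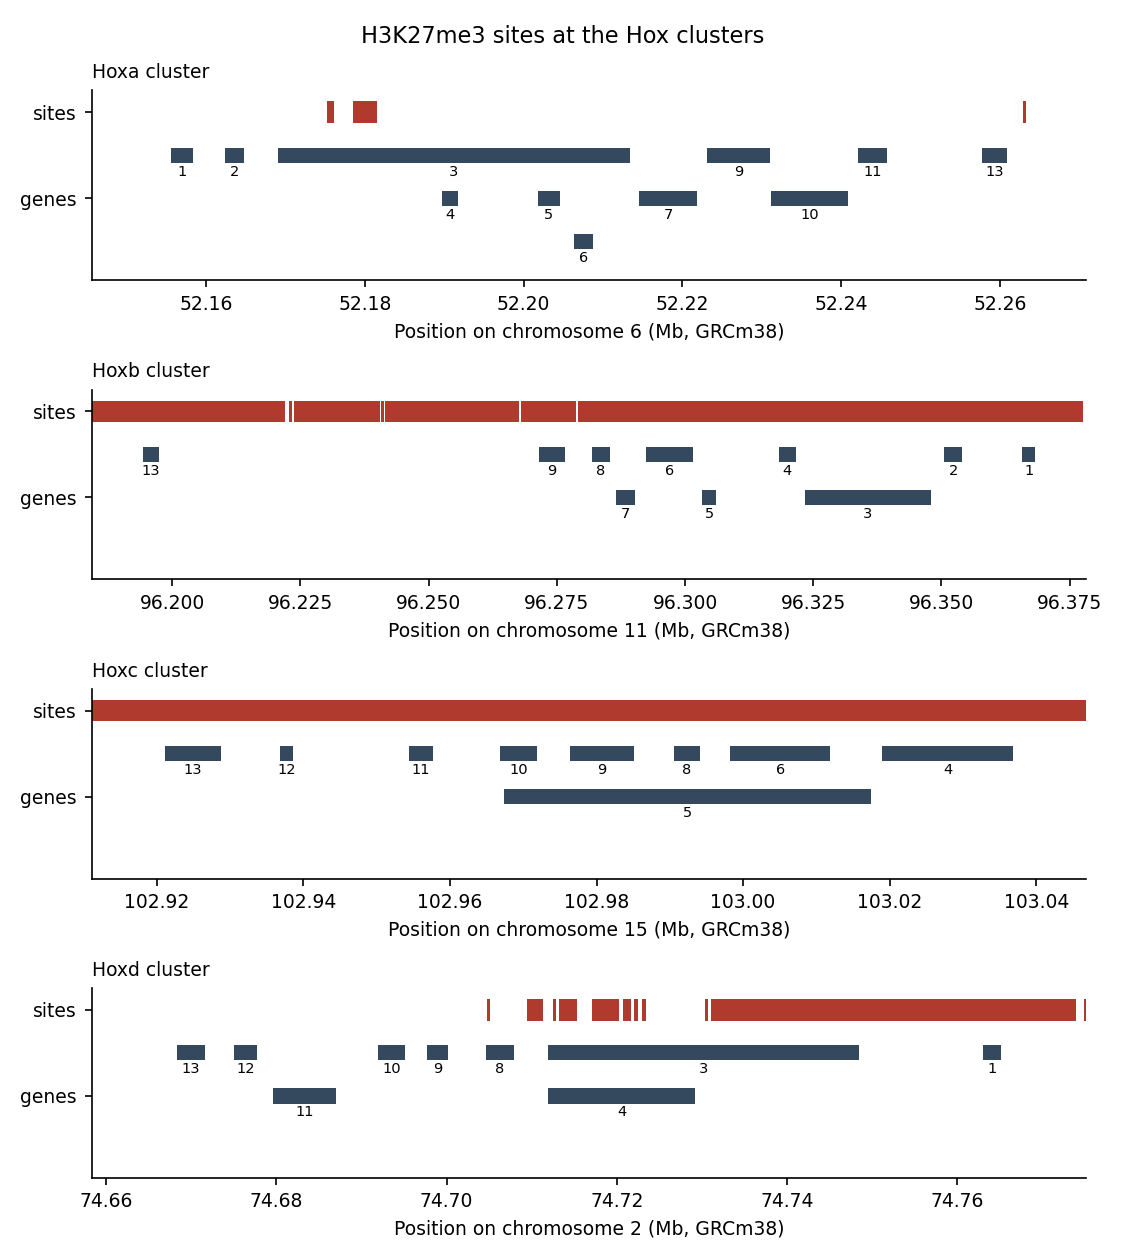
H3K27me3 sites (red) and Hox genes (dark, labelled by their number) at the 4 Hox clusters, with 10 kb on either side, against the position on the chromosome (Mb, GRCm38). Sites cover 100% of the Hoxc and 98.5% of the Hoxb cluster, 45.7% of the Hoxd cluster and 3.76% of the Hoxa cluster.

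The widest site, 228257 bp on chromosome 15 (102898424 to 103126680), spanned all 9 Hoxc genes. The next was a site of 147497 bp on chromosome 9 (107345438 to 107492934) over Cacna2d2, followed by a site of 144340 bp on chromosome 7 (79486955 to 79631294) over Rhcg and a site of 114741 bp on chromosome 19 (44731205 to 44845945) over Pax2. The remaining 6 of the 10 widest were between 86136 and 99506 bp. They lay over Fev, Cryba2, Cfap65 and Ihh on chromosome 1, over 8 Hoxb genes on chromosome 11, over Cbfa2t3 on chromosome 8, over Lmx1b on chromosome 2, over Zbtb16 on chromosome 9 and over En2 and Cnpy1 on chromosome 5. Since the list joins the samples, such a width does not show that any single library was marked over the whole length.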

Values the study reported

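The sequencing was planned for a minimum of 40–50 M raw reads in each ChIP sample. The study reported 25,431 H3K4me3 peaks, of which 18,791 were associated with promoters, and a CpG island at 79% of the latter. It gave more than 122,000 sites for H3K27ac. For promoters that gained H3K27me3, the stated proportion with a CpG island was 90% at 8 h and 93% at 16 h, with the remark that these rest on small numbers. No library used here was from 8 h. The 8 h value also stands beside the study's statement that H3K27me3 changes appeared only from 16 h on.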

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

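The tests of repeat content and of alternate strain sequences in this part were chosen only after the covered share of the patched regions had been seen.

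A total of 84 sites lay on 19 scaffolds, which no comparison with the genome uses apart from the TSS share, though the widths include them. Of these, 19 sites were on 3 scaffolds of the primary assembly and 65 on 16 sequences outside it, so that the reads had been aligned to a genome with more sequences than the chromosomes and the unplaced scaffolds. The patches of GRCm38.p6 are such sequences, and long stretches of them repeat a chromosome almost exactly. A read from a repeated region then has more than 1 equally good position, and filtering of ambiguous alignments could discard it. The chromosome regions that a patch repeats were almost without sites. The 100 regions amount to 17.1 Mb, or 0.669% of the bases outside gaps, and 3 sites with 76 bp of overlap touched them. The covered share was 0.000444%, against 7.49% in flanks of the same length and 6.66% at random positions of the same chromosomes (middle 95% from 3.76% to 10.2%, permutation p = 0.001, the smallest 1000 placements can give). Of protein-coding genes, 202 had every TSS in these regions and 0 of them had a site within 1 kb, where 54.3 would have a site at the shares of genes with and without a CGI. The repeat content argues against repeats as the cause, since 34.5% of the bases in these regions and 33.6% in the flanks were masked as repeats. Regions of the chromosomes that only an alternate strain sequence repeats (74 regions, 15.1 Mb) had a covered share of 9.87%. This was below the 11.8% in their flanks but inside the middle 95% of random positions (3.71% to 11.7%). If the alternate sequences were in the reference, these values argue against a near-complete loss of reads to them, whereas a partial loss is not excluded. Whether they were in it is not known here, and without them no read could be lost in this way. Loss of reads shared between chromosome and patch is consistent with these values and is a technical candidate explanation. Whether reads were discarded or split between copies was not tested. If reads were lost in this way, the lack of a site at the genes in these regions would not show a lack of H3K27me3, and this remains open. None of the 7 genes named by the study, and no gene of the Polycomb and housekeeping lists, lay in them. No biological explanation was tested.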

How the results depend on the processing

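The share of sites near a TSS, the overlap with CGIs and the share of TSS-near sites at CGI promoters kept their direction and their side of the threshold under every alternative run for them. No alternative was run for the shares in genes, exons, coding sequence and untranslated regions. The share of sites within 1 kb of a TSS remained above random placement in all 13 alternatives, with ratios from 1.20 (window of 3 kb) to 1.57 (TSSs of protein-coding transcripts only) and 1.27 in the main setting. The share itself fell to 8.29%, against 6.31% at random, when the centre of a site had to lie in the window (ratio 1.31). The ratio was 1.49 for sites of at least 1000 bp and 1.46 with sites less than 3000 bp apart merged. Random placement over the whole genome gave 1.31 and placement including gaps 1.30. Moving all sites of a chromosome together, which was chosen after seeing the data, gave 1.27, as did closing the regions repeated by a patch to placement. The median GC content was above random in all 4 alternatives, between 46.9% and 47.4%, and the median CpG ratio rose to between 0.187 and 0.197. Sites per chromosome departed from random draws on 15 to 18 of 20 chromosomes, and the departures on chromosomes 3, 11 and X kept their direction. The alternatives for CGI shares and for the sides of TSSs were all chosen after seeing the data. The ratio for overlap with a CGI was between 1.61 (unmasked sequence) and 2.96 (sites of at least 1000 bp).

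The median width followed the definition of a site. It was 1285 bp for sites of at least 500 bp, 2233.5 bp for sites of at least 1000 bp, 1443 bp with sites less than 1000 bp apart merged and 2497 bp with sites less than 3000 bp apart merged, as these filters and merges remove or join narrow sites by construction. The number of housekeeping genes with a site was 0 for sites of at least 1000 bp, because the only site was narrower.

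The difference in coverage between the upstream and downstream sides of CGI TSSs reversed with the length of the sides. It was -0.339 percentage points over 2 kb, 3.15 over 5 kb and 5.19 over 10 kb. The shift follows from the profile, in which the covered share peaks within 2 kb downstream and then falls. With sites of at least 1000 bp it was 2.37 and with 1 TSS per gene 2.39.

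No paired analysis was possible because the list has no value for any library, although replicates 1 and 2 are numbered alike in each group. For the same reason the planned tests of sites changed at 16 h, 24 h and 48 h were not run, nor their alternatives: other size factors or library sizes, no filter on low counts, a replicate block, only 2 groups in the fit, leaving out single libraries, adjusted p alone as the threshold, and another pseudocount. The planned stricter threshold and stricter overlap for called sites per library were not run either. Leaving out scaffolds gave no separate value for density and for GC and CpG content, which use chromosomes only.

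The study states a planned minimum of reads, quoted above, but the list does not give the depth that was obtained, which is unknown here. The lack of a site is therefore not evidence that a region lacks H3K27me3.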

Other observations

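The tests on GC content, on chromosomes, on the sides of TSSs and on the Hox clusters were chosen only after the pattern had been seen in the list, though before the values that decide them. None of them involves the treatment groups, and no biological explanation was tested for any of them unless stated.

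GC content of sites stood above random placement also where no CGI or promoter was involved. At the 77472 sites that overlap no CGI and lie over 3 kb from every TSS, the median GC content was 47.5% against 41.2% for the same sites placed at random outside CGIs and TSSs, a difference of 6.37 percentage points (100 placements, random medians from 41.1% to 41.3%). This argues against CGIs and promoters within the sites as the cause. GC-rich surroundings are not excluded, since the sites were not compared with their own flanks. The difference was 7.39 percentage points at sites under 300 bp and 6.20 at sites of at least 3000 bp. A GC bias of the libraries in weakly enriched regions may contribute, as the narrowest sites departed at least as far as the widest. However, the difference did not change steadily with width, so this comparison does not decide it. The CpG ratio behaved in the opposite way, with 0.0164 above random at sites under 300 bp and 0.0332 at sites of at least 3000 bp. The signal of the input libraries, which would show such a bias, was not analysed here.

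Differences in the density of sites between chromosomes were not removed by relating sites to CGIs. The coefficient of variation between the 20 chromosomes was 21.5% for sites per Mb and 25.8% for sites per CGI, and without chromosome X both were 21.3%. This argues against CGI content as the whole cause, although densities of sites and CGIs were correlated across chromosomes. A different number of copies of chromosomes in the cell line was tested by the coefficient of variation of narrow sites, which would be the larger one if copy number only raised weak sites above the cutoff. It was 18.3% for sites under 500 bp and 35.6% for sites of at least 3000 bp. This does not decide the matter, because more reads would also widen sites and join neighbours. Copy number and other sources of the differences cannot be told apart by this test, and what sets them remains open.

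The low density on chromosome X was set against its few CGIs (3.06 per Mb, against 11.9 on chromosome 11). CGI promoters on chromosome X were marked as often as elsewhere, since 21.3% of TSSs with a CGI had a site within 1 kb, inside the range of the autosomes from 15.7% to 24.0%. However, only 129 sites on chromosome X were near such a TSS, and the other 5086 sites were still 0.816 times the number in random draws (permutation p = 0.001, the smallest 1000 draws can give). This argues against few CGI promoters as the main cause of the low count over all widths. The comparison away from CGI TSSs was added after the share of marked promoters had been seen, and its draws treat sites as independent. It did not separate sites by width. Sites under 500 bp numbered 14.8 per Mb on chromosome X, inside the autosome range of 10.1 to 20.2. Sites of at least 3000 bp numbered 2.15 per Mb, the lowest of the 20 chromosomes. What lowers the wide sites was therefore not decided.

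At CGI promoters the upstream side was covered more than the downstream side over 5 kb. The GC content does not explain this, as the mean GC content upstream minus downstream was -1.13 percentage points. If sites avoided the transcribed side, divergent promoters, with a TSS of the opposite strand within 1 kb upstream, would show less of a difference. The difference was 0.488 percentage points at 4313 TSSs of divergent promoters and 3.62 at 24331 other TSSs. However, divergent promoters had few sites on either side (2.89% upstream and 2.40% downstream), and relative to the upstream side the difference was 16.9% against 21.1%, a comparison added after the differences had been seen. Avoidance of the transcribed side and a low overall coverage of divergent promoters cannot be told apart by this test, because low coverage alone makes the difference small. Transcription in these cells was not analysed here.

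The Hoxa cluster was nearly free of sites while the Hoxb and Hoxc clusters were covered. Loss of reads to a patch does not apply, as 0% of the Hoxa cluster lay in regions repeated by a patch. The GC content of the Hoxa cluster was 50.0%, against 48.9% for Hoxb and 49.0% for Hoxc, which argues against GC content. The Hoxd cluster, with 45.7% of bases covered, had a GC content of 49.4%, and 0% of it lay in such regions. Expression of the Hox genes in these cells was not analysed here, so whether the uncovered clusters are active remains open.

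The share of TSS-near sites with a CGI at the TSS was 28.6% over all listed sites. That is lower than the proportion quoted from the study above. The 2 are not on one scale, since the sites, the promoters and the islands counted all differ.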
